A study of Mus musculus with 8 samples.

How the data were processed

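Open chromatin was profiled by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into accessible DNA, in 8 libraries of mouse hindbrain serotonin (5-HT) neurons. Per the labels' protocols, tissue between the mid-hindbrain boundary and the spinal cord was dissected from embryos carrying Pet1-Cre and SUN1-GFP, and tagged nuclei of Pet1 neurons were isolated by the INTACT method. The titles put 3 libraries in the control group, 1 in the N246K group, 2 in the R200Q group and 2 in the Delta group. The last 3 groups carry an altered allele of Lmx1b, the gene for the LIM-homeodomain transcription factor LMX1B. The titles and the protocol pair it with a normal allele, and the genotype field pairs it with a floxed one.

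The labels conflict in places. The titles give embryonic day 17.5, whereas the library names and the design text of the series give embryonic day 14.5. A floxed allele is a target of Cre, so the records leave open whether the mutant neurons kept a normal copy of Lmx1b. The genotype field names a Rosa-TdTomato reporter, whereas the protocol names SUN1-GFP, and the instrument is named differently in the protocol and the design text. The design text describes pooled replicates, each pool reduced to 100M reads, and does not mention Delta. The files analysed here hold 1 peak list per library. None of these conflicts was settled, and no comparison across ages was made.

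The authors processed the reads with the ENCODE ATAC-seq pipeline, per the design text of the series. The deposited file names record sorting, removal of duplicates and of mitochondrial reads, a Tn5 shift, a peak threshold of p 0.01, a limit of 300000 lines per list and a filter that carries no further description. A read trimming step is recorded for control replicate 1 and the 5 mutant libraries, and not for control replicates 2 and 3. The peak caller, its version and the genome build are not stated in the labels or the files. Each line of a list describes 1 summit of a peak, and peaks were called separately for each library, per the deposited lists.

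The deposited fold enrichment of each line is the authors' own ratio over a background that the files do not describe. The deposited −log10 p and −log10 q of each line are likewise the authors' own values, read by the column order of the narrowPeak format because the lists have no header. The summit position in the deposited lists is an offset in bp from the start of the line. These values were used to rank or filter peaks within each list. The medians of fold are set side by side as a description, without a test, and whether they are on one scale across libraries is not known. The lists give no read counts, so the depth of the libraries is unknown, and no count model, interval or detection limit that needs depth was computed.

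Lines on chromosomes 1 to 19, X and Y were kept, and overlapping lines of a list were merged into regions. The strength of a region was the highest −log10 p of its lines. To limit the effect of list length, a library was said to hold a region when 1 of its 50000 strongest regions overlapped it by at least 1 bp. It was said to lack a region when none of its 157335 strongest regions overlapped it, which is the number of regions in the shortest list, that of control replicate 3. For each comparison, the 50000 strongest regions of all libraries compared were merged into a consensus set. A consensus region was specific to a group when every library of that group held it and every library of the other group lacked it. 

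The number of specific regions was set against the number found under every other division of the same libraries into groups of the same sizes, each counted once. This gives a one-sided exact share of splits, which can be no lower than 0.0179 for 3 against 5 libraries, 0.1 for 3 against 2 and 0.333 for 2 against 2. Similarity between libraries was measured by the Jaccard index, the base pairs shared by the 50000 strongest regions of both divided by the base pairs covered by either. The genotype labels were permuted over all 1680 distinct assignments. Differences in region number and in the share of regions at gene ends were tested with exact two-sided permutation tests, and p-values were adjusted by Benjamini-Hochberg over the 6 tests. Errors are standard deviations between libraries.

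Gene names and positions came from a RefSeq gene table of assembly GRCm38.p6, which lists 21887 protein-coding genes used here. Because the build of the peak lists is not named, the fit of the table was checked. Only the end of each gene with the lower coordinate was used. Between 24.5% and 28.6% of these gene ends had one of the 50000 strongest regions within 100 bp, against 2.16% to 3.49% after a shift of 20 kb. In control replicate 2, the only library checked by chromosome, more lay at gene ends on 21 of 21 chromosomes. On Y the values were only 0.391% of 256 genes against 0.0%, so Y adds little. Positions printed are those of the peak lists, counted from 1, and no position of the gene table is given. The table has no strand, exons or transcripts. Planned tests at transcription starts were therefore made at both ends of each gene, within 1 kb, and exon, intron and UTR positions are not analysed here. Tests of the TAATTA homeodomain motif need a genome sequence and are not analysed here.

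The genes to be named were fixed before the data were examined. They were Lmx1b, 11 genes of serotonergic identity and transmission and 4 genes expressed in axons. For each, the rank of the strongest region within 1 kb of a gene end and the number of regions among the 50000 strongest within the gene and 10 kb on either side were taken. Of specific regions, up to 5 in each direction were named for control against all mutants and up to 2 in each direction elsewhere, choosing the best mean rank in the libraries that held them. Genes on X and Y were added after the lists were examined.

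Alternatives for regions around Lmx1b and Stmn2 were chosen after seeing the data. The others, also set before the data were examined, were other numbers of strongest regions, a q of 0.01, the authors' whole lists, a stricter overlap, summit windows of 501 bp, trimmed libraries only, each replicate left out in turn and the replicate number as a block. The step that finds specific regions was tested on simulated lists of 157335 regions with 200 group-specific regions planted among the stronger ones. It recovered 200 of 200 in each of the 5 comparisons, with 0 others called. Every simulated list was a copy of the control replicate 3 list with changes in position and strength. A region not planted was thus present in every list, so the 0 was fixed in advance. Planted regions were removed outright from the other group, so weaker regions and partial changes were not tested. These simulated lists had equal enrichment, so the test does not cover differences in enrichment. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.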

Results

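Accessible chromatin was compared between Pet1-lineage 5-HT neurons of control embryos and of embryos with an altered allele of Lmx1b. The labels disagree on whether the other allele was normal or floxed. Control had 3 libraries, N246K had 1, R200Q had 2 and Delta had 2. N246K and R200Q are single amino acid changes in the encoded protein, and Delta is named here as the labels name it. Each library was represented by 1 list of peaks. The comparisons address whether these alleles change which regions are accessible. N246K had no replicate, so its values carry no error.

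The lists differed in length and strength before any comparison of positions. Control lists held 211989, 170889 and 157335 regions for replicates 1 to 3. The N246K list held 220461 regions, the R200Q lists 252336 and 254916, and the Delta lists 263362 and 220330. The lists of N246K, both R200Q replicates and Delta replicate 1 had reached the limit of 300000 lines, so their region numbers are limited from above. Their weakest regions stood at a −log10 p of 6.67, 3.73, 3.61 and 2.54, against 2.00 in the other 4 lists. The read depth behind the lists is unknown.

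Mutant lists held more regions than control lists. The mean was 180071 ± 28460 regions in control (SD, n = 3) and 242281 ± 20391 in all mutants (SD, n = 5), a difference of 62210 (exact two-sided permutation test, p = 0.0179, the smallest possible). All 5 mutant lists lay above all 3 control lists. After adjustment over 6 tests the p-value was 0.107, so the difference did not pass 0.05. Counting only regions with a q of 0.01 or less, the difference was 36630 (exact p = 0.321). All regions of the N246K and R200Q replicate 1 lists passed that q, so the line limit can lower these counts too. Between trimmed libraries, where control replicate 1 is the only control, the difference over whole lists was 30292, and the untrimmed libraries were all controls. R200Q lists exceeded control lists by a mean of 73555 regions and Delta lists by 61775 (exact p = 0.2 for each, with a smallest possible value of 0.1). With a q of 0.01 or less, the R200Q excess was 83842 regions (exact p = 0.2), and the Delta mean was below the control mean, a difference of -24293 regions (exact p = 0.6).

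Fold enrichment, as given by the authors, is described here without a test. Among the 50000 strongest regions the median fold was 12.0, 10.7 and 11.1 in the control lists. It was 5.24 in N246K, 6.05 and 3.86 in R200Q, and 3.89 and 4.36 in Delta. The median width of these regions was 659 ± 19.2 bp in control (SD, n = 3), 741 bp in N246K, 486 ± 32.5 bp in R200Q and 400 ± 12.0 bp in Delta (SD, n = 2 each). The region at rank 50000 had a −log10 p of 41.5, 23.5 and 21.6 in control, 32.3 in N246K, 14.3 and 8.27 in R200Q, and 7.07 and 6.08 in Delta.

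**Figure D1:**
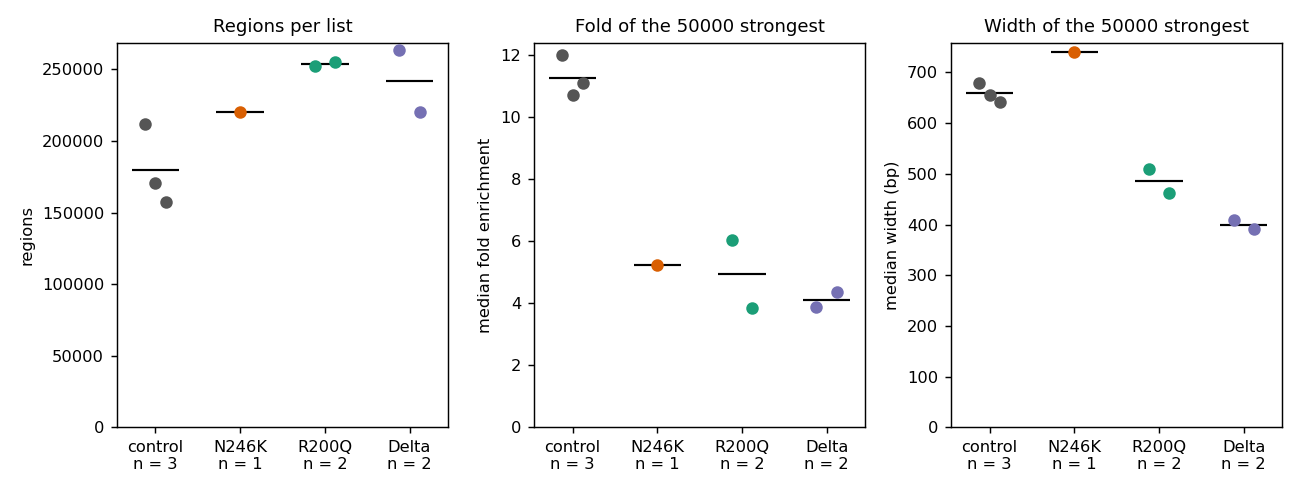
Regions per list, median fold enrichment of the 50000 strongest regions and their median width in bp, with 1 point per library and a bar at each group mean. All 5 mutant lists have a median fold of at most 6.05, below the lowest control value of 10.7, and the N246K list has the widest regions at 741 bp.

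The share of the 50000 strongest regions within 1 kb of a protein-coding gene end was 25.7% ± 0.187 in control (SD, n = 3) and 25.5% ± 0.778 in all mutants (SD, n = 5), a difference of -0.173 percentage points that was smaller than the spread between mutant libraries (exact two-sided permutation test, p = 0.696). R200Q differed from control by -0.469 points (exact p = 0.7) and Delta by -0.416 points, with both Delta libraries below all controls (exact p = 0.2). Over the 25000 strongest regions the differences were larger, at -1.02, -1.87 and -1.35 points, with an exact p of 0.304 for all mutants and of 0.1, the smallest possible, for R200Q and for Delta. Over the 100000 strongest regions all 3 changed sign, to 0.344, 0.103 and 0.352 points, and for Delta the exact p was again 0.1. Without R200Q replicate 2, the difference for all mutants was 0.0743 points and that for R200Q 0.225 points.

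Libraries of the same genotype overlapped more than libraries of different genotypes. The mean Jaccard index was 0.533 over the 5 pairs within a genotype and 0.441 over the 23 pairs between genotypes, a difference of 0.0920 (exact one-sided permutation test over 1680 assignments, p = 0.0393). The closest pair was control replicates 2 and 3 at 0.696, the 2 libraries without a trimming step in their records. Control replicate 1 reached 0.568 with replicate 2 and 0.558 with replicate 3. The R200Q replicates overlapped at 0.408 and the Delta replicates at 0.437, both below the mean between genotypes. N246K overlapped control replicates 3 and 2 at 0.609 and 0.601, the next closest pairs. The lowest index, 0.313, was that of control replicate 1 and R200Q replicate 2. In the 6 trimmed libraries alone the difference was 0.00196 (exact one-sided p = 0.467). No pair of controls remains there, so this value rests on the R200Q and Delta pairs given above. The untrimmed libraries hold 1 group only. The difference also lost its side of 0.05 when any control library, R200Q replicate 2 or either Delta library was left out, with values from 0.0331 to 0.108.

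**Figure D2:**
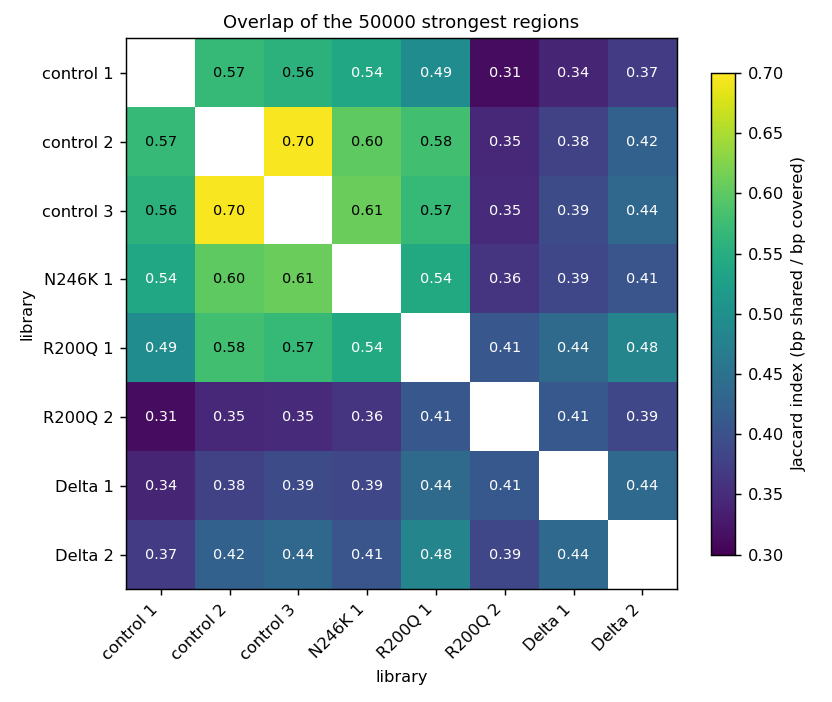
Jaccard index, in base pairs shared over base pairs covered, for each of the 28 pairs of libraries, from the 50000 strongest regions of each list. Control replicates 2 and 3 form the closest pair at 0.696, and R200Q replicate 2 with control replicate 1 the most distant at 0.313.

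Few regions separated control from all mutants. Of 116796 consensus regions, 19904 were held by all 8 libraries. None was held by all controls and lacked by all mutants (0), and 35 were held by all mutants and lacked by all controls. Of the 56 splits of the 8 libraries into 3 and 5, 2 gave as many specific regions (share 0.0357), the real split included. The other split set R200Q replicate 2 and both Delta libraries against the rest and gave 291, of which 11 were specific to those 3 and 280 to the rest. Leaving out any 1 control, N246K or either R200Q library took the share of splits above 0.05, to between 0.0571 and 0.190. These fits have 21 or 35 splits in place of 56, which raises the share by construction. That explains only part of the share of 0.190 reached when any 1 control was left out. The 35 regions had a median mean rank of 28085 in the mutant lists, against 11662 for all 21372 regions held by every mutant. Only 1 of them (2.86%) lay at a gene end, against 13.6% of consensus regions. The count depended on the number of regions considered, with 0 regions in both directions among the 25000 strongest and 908 control-specific and 865 mutant-specific regions among the 100000 strongest. Without control replicate 1 there were 46 and 41. Between trimmed libraries, with 1 control, the total was 2627, of which 90.6% were control-specific. Of the 35 regions, 9 lay within 500 kb of a cluster of 5 or more genes of one named family.

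The mutant-specific region with the best mean rank, 12149, was on chromosome 11 at 3127847 to 3128604. It lay outside annotated protein-coding genes, and the nearest was Sfi1, at a distance of 3245 bp. The next 4 were on chromosome 16 at 3114564 to 3114790 with a mean rank of 16230, on chromosome 6 at 48121180 to 48121461 with 16902, on chromosome X at 170010671 to 170011232 with 17212 and on chromosome 5 at 15005072 to 15005484 with 17336. All 4 lay outside annotated protein-coding genes, and the nearest genes were Olfr161, Zfp746, Mid1 and Gm17019. These genes were 477607, 34193, 19872 and 23465 bp away, so their names mark places and not targets of the regions.

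Against R200Q, 126 regions were control-specific and 717 R200Q-specific, of 93837 consensus regions. No other split of the 5 libraries into 3 and 2 gave as many, the next giving 56, so the share of splits was 0.1, the smallest possible. Control-specific regions made up 14.9% of the specific regions here, and 5.95% (40 of 672) when lacking was judged on the whole lists. They made up 37.5% among the 100000 strongest, 78.6% between trimmed libraries and 24.5% to 37.2% when 1 control was left out. The total depended on R200Q replicate 1 most, being 20347 without it and 1745 without R200Q replicate 2. At gene ends lay 14.3% of the control-specific, 4.60% of the R200Q-specific and 15.9% of the consensus regions. The strongest control-specific regions were on chromosome 10 at 81430219 to 81431189, within Nfic, with a mean rank of 17019, and on chromosome 6 at 124917258 to 124917507, within Ptms, with 18257. The strongest R200Q-specific regions were the chromosome 11 region nearest Sfi1, with a mean rank of 8979, and one on chromosome Y at 140511 to 140884, with 10563.

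Against Delta, 1127 regions were control-specific and 801 Delta-specific, of 97082 consensus regions. The next largest of the 10 splits gave 111, and the share of splits was again 0.1. The balance between directions was not stable. Control-specific regions made up 58.5% of the total, 38.8% among the 25000 strongest, 46.5% under the authors' threshold, 45.9% when lacking was judged on the whole lists, 75.8% with a q of 0.01 or less and 84.6% between trimmed libraries. Leaving out Delta replicate 1 or 2 raised the total to 9833 or 15598 and lowered that share to 23.8% in both cases. Specific regions of both directions were weak within the lists that held them. The median mean rank was 35042 for control-specific regions, against 18566 for all regions held by the 3 controls, and 35325 for Delta-specific regions, against 15383. On average 90.6% and 89.6% ranked beyond 25000. At gene ends lay 9.76% of the control-specific, 5.24% of the Delta-specific and 15.5% of the consensus regions. The strongest control-specific regions were on chromosome 5 at 137510027 to 137511275, within Gigyf1, with a mean rank of 12267, and on chromosome 7 at 97424902 to 97425353, nearest Thrsp, with 16693. The strongest Delta-specific regions were on chromosome 11 at 3127852 to 3128597, nearest Sfi1, with a mean rank of 8453, and on chromosome 4 at 59104265 to 59104491, within Shoc1, with 8722.

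Against the single N246K library, 22 regions were control-specific and 259 N246K-specific, of 72524 consensus regions. No test was made, because these libraries allow only 4 splits, too few for a share of splits under 0.05. The records of N246K and control replicate 3 share a sample identifier. With summit windows of 501 bp in place of whole regions there were 272 and 357. Without control replicate 1 there were 305 and 383. The strongest control-specific regions were on chromosome 3 at 96501406 to 96501661, nearest Hjv, and on chromosome 6 at 10690591 to 10690913, nearest Ndufa4, with mean ranks of 28166 and 28633. They lay 23501 bp from Hjv and 1209458 bp from Ndufa4. The strongest N246K-specific regions were on chromosome 9 at 107529809 to 107530085, nearest Cacna2d2, at rank 15355 and on chromosome 19 at 11966166 to 11966382, within Osbp, at rank 23072.

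Between R200Q and Delta, 468 regions were R200Q-specific and 241 Delta-specific, of 98359 consensus regions. Among the 3 splits of these 4 libraries, 2 gave as many, and R200Q replicate 1 with Delta replicate 2 against the other pair gave 1614. In this setting the genotypes were not separated beyond the difference between replicates. With a q of 0.01 or less and under the authors' threshold, the genotype split was the largest of the 3, a share of 0.333 that is the smallest possible. R200Q-specific regions made up 66.0% of the total, and 93.0% with a q of 0.01 or less. That share was 80.3% without R200Q replicate 1, 90.4% without R200Q replicate 2, 17.3% without Delta replicate 1 and 18.1% without Delta replicate 2. The strongest R200Q-specific regions lay on chromosome Y at 259006 to 259492, with a mean rank of 3572, and at 1286414 to 1286812 within Ddx3y, with 4797. Both R200Q libraries held Y-linked gene ends that the Delta libraries did not. The strongest Delta-specific regions were the chromosome 4 region within Shoc1, with a mean rank of 8722, and one on chromosome X at 50605567 to 50605883, with 12640.

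**Figure D3:**
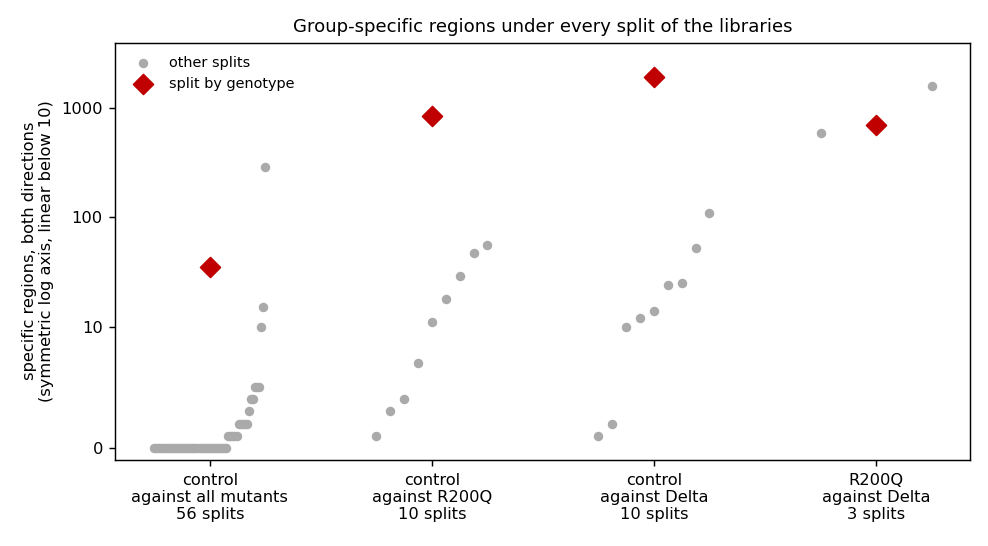
Specific regions in both directions, on a symmetric log axis that is linear below 10, for every split of the libraries of 4 comparisons. Diamonds mark the split by genotype, with 35, 843, 1928 and 709 regions from left to right, and grey points the other splits, of which one exceeds the genotype split in the comparison with all mutants (291) and one in R200Q against Delta (1614).

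At Lmx1b itself, the gene and 10 kb on either side held 5, 7 and 9 of the 50000 strongest regions in control replicates 1 to 3. The number was 5 in N246K, 4 and 1 in R200Q, and 3 and 7 in Delta. The mean was 7.0 ± 2.0 in control (SD, n = 3) and 4.0 ± 2.24 in all mutants (SD, n = 5), a difference that did not pass its test (exact two-sided permutation p = 0.143, 0.612 adjusted over the list alone). The region on chromosome 2 at 33615715 to 33617259, inside the gene, was held by all 8 libraries at ranks from 5147 to 10815. The region at 33640786 to 33641360, at a gene end, ranked 53359, 29287 and 21459 in control, 39540 in N246K and 174680 in R200Q replicate 1. It ranked 223207 and 37390 in Delta, and R200Q replicate 2 listed no region there.

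**Figure D4:**
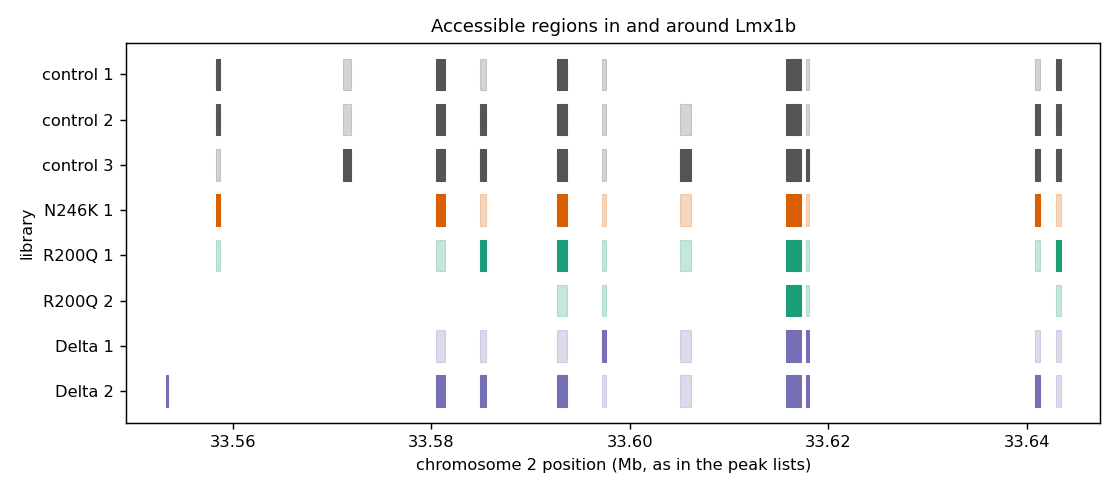
Consensus regions in and around Lmx1b for each of the 8 lists, along chromosome 2 in Mb as the peak lists give it. Bars have the same merged bounds in every list. A bar is dark where the region of a list was among its 50000 strongest, and pale where it was weaker. Weaker regions of a list outside the consensus regions are not drawn. The region at 33615715 to 33617259 is dark in all 8 lists, and R200Q replicate 2 has 1 dark bar.

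Of the 16 genes, 9 had a gene end held by all 8 libraries and 11 by at least 7, among them Fev, the gene that encodes PET1, in all 8. The Tph2 end was held by 7 libraries and ranked 160392 in R200Q replicate 2. The Slc6a4 end was held by 7 libraries and had no listed region in Delta replicate 2. The Gata3 end was held by 5 libraries and by neither Delta library, where it ranked 75166 and 85828, nor by control replicate 1, where it ranked 93483. Gata2 had no end held in any library (0), Ddc in 1 and Maob in 2. Region numbers around the genes differed between control and all mutants for 1 gene at an unadjusted exact p under 0.05 and for 0 genes adjusted over the list alone. That gene was Stmn2, with 4.0 regions in each control and 6.0 ± 0.707 in mutants (SD, n = 5), higher in all 5 (exact two-sided permutation p = 0.0179, 0.286 adjusted over the list alone). Even the unadjusted exact p rose to 0.446 with the 25000 strongest regions and to 0.0571 without N246K, R200Q replicate 2 or either Delta library.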

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

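The alternatives reported here were set before the data were examined, except those for region numbers around Lmx1b and Stmn2, which were chosen after seeing the data. Of 94 alternative values of a difference, 6 changed sign. Of 65 alternative counts of specific regions, the larger direction changed in 11, with 3 for all mutants, 1 for R200Q, 5 for Delta and 2 for R200Q against Delta. The 4 results with an exact p under 0.05 had 50 alternative p-values, and 24 of these were above 0.05. They were 8 of 15 for specific regions of control against all mutants, 9 of 15 for overlap by genotype, 1 of 10 for region number and 6 of 10 for regions around Stmn2. One of the 8 is the setting of the 25000 strongest, where 0 specific regions fix the p at 1.0, so it says nothing about stability. The cause was not tested unless stated.

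Counts of specific regions scaled with how many regions counted as held, in all 5 comparisons. For control against all mutants (35), they were 0 with the 25000 strongest regions, 1773 with the 100000 strongest, 7397 with a q of 0.01 or less and 14635 under the authors' threshold. In that order they were 23, 13035, 58768 and 66564 for R200Q (843), 80, 15773, 35167 and 56850 for Delta (1928), 2, 14389, 93251 and 95107 for N246K (281), and 40, 7237, 38440 and 39989 for R200Q against Delta (709). Over these and the other settings with all libraries, the share of splits with as many ranged from 0.0179 to 1.0 for all mutants and was 0.0536 at the q of 0.01. For R200Q and Delta it was 0.1 in each of these 4 settings, the smallest possible, which says nothing about stability. For R200Q against Delta it was 0.667 in the main setting and with the 25000 and 100000 strongest. At the q of 0.01 and under the authors' threshold the genotype split was the largest of 3, a share of 0.333, the smallest possible. The settings of q and of the authors' threshold also let the unequal list lengths enter, by construction.

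The balance of directions changed too. Control-specific regions made up 0.0% of the total against all mutants, and 51.2%, 48.4% and 39.4% with the 100000 strongest, the q of 0.01 and the authors' threshold. Against Delta they made up 58.5%, and 38.8%, 68.1%, 75.8% and 46.5% from the 25000 strongest to the authors' threshold, and 45.9% when absence from the whole list was required. Against R200Q the share rose from 14.9% to 37.5% with the 100000 strongest. It fell to 5.95%, 40 of 672 regions, when absence from the whole list was required. Against N246K the share rose from 7.83% to 43.2% with summit windows. R200Q-specific regions made up 66.0% against Delta, 93.0% at the q of 0.01, and 17.3% and 18.1% without Delta replicate 1 and 2. Control-specific regions against Delta made up 23.8% without Delta replicate 1 and likewise without replicate 2.

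Summit windows gave 629 regions for N246K, and requiring absence from the whole list gave 358 for R200Q against Delta. The stricter overlap kept every count within 1.5 times. With trimmed libraries only, which leaves 1 control and no test, the totals were 2627 for all mutants, 7169 for R200Q and 11266 for Delta, and control-specific regions made up 90.6%, 78.6% and 84.6%. Fewer libraries must hold or lack a region in that setting, which raises counts by construction.

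For the same reason counts rose when 1 library was left out. They ranged from 39 to 166 for all mutants, from 1166 to 20347 for R200Q, from 2656 to 15598 for Delta, from 465 to 688 for N246K and from 5180 to 11235 for R200Q against Delta. The share of splits for all mutants then lay between 0.0286 and 0.190, and was above 0.05 in 6 of 8 fits, those without any 1 control, N246K or either R200Q library. With 21 or 35 splits in place of 56, part of this rise is by construction. The count of 166 was without N246K and that of 20347 without R200Q replicate 1.

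The difference in overlap by genotype (0.0920, exact one-sided p = 0.0393) was 0.0391 when overlap was the share of regions (exact p = 0.193). It was 0.00196 in trimmed libraries, which hold no pair of controls (exact p = 0.467). It ranged from 0.0331 to 0.150 with 1 library left out, and 6 of these 8 fits had an exact p above 0.05. The 25000 and 100000 strongest regions, the whole lists and the q of 0.01 kept it below 0.05.

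The excess of regions in all mutants (62210) was 36630 at a q of 0.01 or less (exact p = 0.321) and 30292 in trimmed libraries. It ranged from 50842 to 78169 with 1 library left out, with exact p-values from 0.0286 to 0.0476. For R200Q (73555) it was 83842 at the q of 0.01 and 41637 in trimmed libraries, and from 62187 to 89514 with 1 library left out. For Delta (61775) it was 29857 in trimmed libraries and reversed to -24293 at the q of 0.01. It was 40259 without Delta replicate 1 and 83291 without Delta replicate 2, the extremes of these fits. Numbers in the whole lists are limited by the 300000 lines that 4 lists reach. The limit can also lower the counts at the q of 0.01 for N246K and R200Q replicate 1. All 220461 and 252336 regions of these 2 lists passed that q.

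The share of regions at gene ends changed sign with the 100000 strongest regions, to 0.344 points for all mutants, 0.103 for R200Q and 0.352 for Delta (exact p = 0.1). It was larger in the main direction with the 25000 strongest, at -1.02, -1.87 and -1.35 points, and within 500 bp, at -0.594, -0.919 and -1.001. The exact p in both settings was 0.1 for R200Q and for Delta, the smallest possible. With 1 library left out it ranged from -0.442 to 0.0743 for all mutants, where the positive value is that without R200Q replicate 2, and from -1.16 to 0.225 for R200Q. For Delta it ranged from -0.518 to -0.335.

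The difference in regions around Stmn2 (2.0) was 1.07 with the 25000 strongest (exact p = 0.446) and 4.27 with the 100000 strongest (exact p = 0.179). With 1 library left out it ranged from 1.75 to 2.25, with an exact p of 0.0571 without N246K, R200Q replicate 2 or either Delta library. That around Lmx1b (-3.0) kept its sign in all 11 alternatives and stayed above 0.05 in each that had a p.

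Replicate numbers did not pair the libraries. The mean Jaccard index of libraries with the same and with another number was 0.420 and 0.446 for control and R200Q, 0.382 and 0.375 for control and Delta, and 0.412 and 0.446 for R200Q and Delta. Correlations of replicate 1 minus replicate 2 between groups were -0.0539, 0.0264 and -0.0840. With the replicate block, specific regions were 1166 for R200Q, 2914 for Delta and 709 for R200Q against Delta, and the overlap difference was 0.0920 (exact one-sided p = 0.0972).

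The motif tests and their alternatives were not run, because they need a genome sequence. The unknown read depth limits every statement about a region that a list lacks, since a region under the threshold of a weak list need not be closed.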

Other observations

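The tests of single pairs, of the lists of lowest fold, of trimming, of gene families, of sex-linked genes and of gene density were chosen after the results they bear on had been seen. The gene-family test was narrowed to part of the regions after their positions were seen, with 1 family definition tried, and the sex test was divided after its share on X and Y was seen. The tests of other splits, of enrichment in Delta and R200Q, and of a library used under 2 names were set beforehand. So was the sex test of R200Q against Delta before it was divided into X, Y and autosomal regions.

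Of the 56 splits of the 8 libraries, 2 gave as many specific regions as the 35 of control against all mutants. This share rose above 0.05 in 6 of the 8 fits that each left out 1 library. Those fits have 21 or 35 splits in place of 56, so the same number of splits gives a higher share by construction. Without any 1 control the share was 0.190, and only part of that rise is by construction. Among the 56 splits, the one that gave more regions followed fold enrichment. It set the 3 lists with the lowest median fold, R200Q replicate 2 and both Delta libraries, against the other 5 and gave 291 specific regions across genotypes. Of these, 280 were held by the lists of higher fold and 11 by the lists of lower fold. The real split ran the other way, with 0 regions specific to the controls, which have the higher fold, and 35 to the mutants. The total of 291 therefore does not show that lower enrichment may produce the 35 regions. The 0 was not stable, with 60 control-specific and 106 mutant-specific regions without N246K, and 46 and 41 without control replicate 1. Of 15 alternatives with a direction, 3 had more control-specific than mutant-specific regions. All 5 mutant lists had a lower fold than all 3 controls, so enrichment and genotype cannot be told apart in this comparison. An effect of the Lmx1b alleles stays open and was not tested apart from enrichment.

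Trimming was recorded for every mutant list and for control replicate 1 alone. If trimming were the source of the mutant-specific regions, control replicate 1 could be expected to hold them. Of 41 regions held by all mutants and lacked by both untrimmed controls, control replicate 1 lacked 85.4% and held 2. This argues against trimming, but it rests on 1 library, so trimming and genotype cannot be told apart for these regions.

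Part of the 35 regions lay near clustered gene families. Of them, 9 (25.7%) were within 500 kb of 5 or more genes of one named family. In 10000 sets of regions held by all mutants and matched on mean rank, the median was 8.57%, with a 95% range of 0% to 20% (one-sided permutation p = 0.0023). Reads shared between duplicated gene copies are a candidate explanation for this part and would also fit a strain or copy-number difference, which was not tested. It does not cover the other regions.

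The difference in overlap by genotype may come from a few close pairs. Without control replicate 3 it fell to 0.0379 (exact one-sided permutation p = 0.162), and both R200Q and Delta replicates overlapped less than the mean pair of different genotypes. Control replicates 2 and 3, the closest pair, also share the lack of a trimming step, so their closeness cannot be assigned to genotype.

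Lower enrichment is a candidate explanation for the control-specific regions against Delta. R200Q replicate 2, with a median fold of 3.86, lacked 63.1% of these 1127 regions, whereas R200Q replicate 1, of the same genotype but with a fold of 6.05, lacked 6.74%. The order by fold was not complete, since N246K, with a fold of 5.24, lacked 1.06%. The −log10 p at rank 50000 did order these lists, at 32.3 in N246K, 14.3 in R200Q replicate 1 and 8.27 in R200Q replicate 2. Whether that value reflects enrichment or read depth is unknown. Among regions of the same rank held by controls, R200Q replicate 2 lacked 32.6% and R200Q replicate 1 lacked 1.39%. The excess over these matched regions may arise because the sets were selected with the same controls, and this was not separated from a change shared by the mutants.

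For the 126 control-specific regions against R200Q, the Delta libraries lacked 65.9% and 66.7%, and N246K 0.794%. Among rank-matched regions the Delta libraries lacked 33.2% and 22.9%, and N246K 0.343%. Lower enrichment of the R200Q libraries would give Delta above N246K. However, N246K had a lower median fold (5.24) than R200Q replicate 1 (6.05), which lacks all of these regions by definition, so fold does not order the libraries. By the −log10 p at rank 50000, N246K (32.3) stood above R200Q replicate 1 (14.3) and both Delta libraries (7.07 and 6.08). On that measure N246K was not an exception. Lower enrichment and a change shared by R200Q and Delta cannot be told apart here.

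The sex of the embryos is a candidate source of differences that follow no genotype. A region over part of Xist, on chromosome X at 103481314 to 103482421 in control replicate 1, was held by that library and both Delta libraries, at ranks 12315, 11024 and 9290. Ends of 3 of the 4 Y-linked genes examined were held by the other 5 libraries, and 0 in these 3. With 0 libraries having both or neither signal, female control 1 and Delta libraries and male libraries elsewhere would give these lists. By the gene-end rule used for the Y-linked genes, Xist was held by control 1 and Delta 1 only. Delta 2 would then have neither signal, so the 0 depends on scoring Xist over part of the gene. The labels give no sex. Other values followed this grouping only in part. Control 1, Delta 1 and Delta 2 had 3, 9 and 10 regions on Y among their 50000 strongest, and control replicate 2 had 9. Control replicate 3, N246K and R200Q replicates 1 and 2 had more, at 11, 12, 21 and 19. The share on X was 2.29% and 2.19% in Delta, above 2.14% in N246K and 1.99% and 1.39% in R200Q. It was 2.11% in control replicate 1, below 2.25% and 2.15% in control replicates 2 and 3. R200Q replicate 2 had a weak Xist region at rank 154134.

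Sex would then be aligned with genotype in R200Q against Delta. Of the 709 specific regions, 34 (4.80%) lay on X or Y, against 1.68% of consensus regions (Fisher's exact test over regions, two-sided, p = 8.52e-08). Regions are not independent replicates. R200Q-specific regions included 5 on X and 9 on Y, and Delta-specific regions 20 on X and 0 on Y, which is consistent with sex for those on X and Y. For autosomes the test went both ways. Control replicate 1 held 5.43% of the 221 Delta-specific autosomal regions, below the 9.50% and 16.3% of control replicates 2 and 3, opposite to the prediction from sex. It held 37.7% of the 454 R200Q-specific ones, below 46.7% and 40.7%, as sex predicts. With 1 control that has the Xist region, sex and genotype cannot be told apart on autosomes. The split of control replicate 1 and both Delta libraries from the rest gave 15 specific regions, the third largest of the 56 splits, where the median was 0 and the real split gave 35. Control replicate 1 with both Delta libraries against control replicates 2 and 3 gave 111, the next largest of 10 after the real split with 1928.

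The direction of specific regions followed gene density across the 19 autosomes. Chromosomes with more genes per Mb had a larger control-specific share against R200Q (Pearson r = 0.543, permutation p = 0.0171, adjusted over both comparisons 0.0171; Spearman rho = 0.491, permutation p = 0.0345, adjusted 0.0345). Against Delta r was 0.647 (permutation p = 0.0026, adjusted 0.0052) and rho 0.572 (permutation p = 0.0116, adjusted 0.0231). Without chromosomes 7 and 11, farthest from the median density, r was 0.513 and 0.410. Chromosomes are not independent samples and both comparisons share their controls. A bias of the libraries in base composition or gene density is a candidate explanation, and base composition was not measured.

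Control replicate 3 and N246K overlapped at 0.609, and their deposited records share a sample identifier. One library under 2 names was predicted to overlap at least as much as the closest pair, at 0.696. That pair is of untrimmed lists, whereas only N246K was trimmed here, and 0.609 was the highest of the pairs of a trimmed and an untrimmed list. One library under 2 names and separate libraries cannot be told apart by this value. Control replicate 2 overlapped N246K almost as much, at 0.601. A resequenced sample, a shared animal or a wrong label was not tested.

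One region on chromosome 1 varied widely in rank. It spanned 24613142 to 24616183 in R200Q replicate 1 and ranked 1 in both R200Q and both Delta lists. In control replicates 2 and 3 a region at that place ranked 373 and 499, and control replicate 1 and N246K listed none. Its fold ranged from 3.51 to 4.55 in the 6 lists that had it. This region was singled out after its values were seen, and no explanation was tested.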
